# Ozone-Induced Rice Grain Yield Loss Is Triggered via a Change in Panicle Morphology That Is Controlled by *ABERRANT PANICLE ORGANIZATION 1* Gene

**DOI:** 10.1371/journal.pone.0123308

**Published:** 2015-04-29

**Authors:** Keita Tsukahara, Hiroko Sawada, Yoshihisa Kohno, Takakazu Matsuura, Izumi C. Mori, Tomio Terao, Motohide Ioki, Masanori Tamaoki

## Abstract

Rice grain yield is predicted to decrease in the future because of an increase in tropospheric ozone concentration. However, the underlying mechanisms are unclear. Here, we investigated the responses to ozone of two rice (*Oryza Sativa* L.) cultivars, Sasanishiki and Habataki. Sasanishiki showed ozone-induced leaf injury, but no grain yield loss. By contrast, Habataki showed grain yield loss with minimal leaf injury. A QTL associated with grain yield loss caused by ozone was identified in Sasanishiki/Habataki chromosome segment substitution lines and included the *ABERRANT PANICLE ORGANIZATION 1 (APO1)* gene. The Habataki allele of the *APO1* locus in a near-isogenic line also resulted in grain yield loss upon ozone exposure, suggesting *APO1* involvement in ozone-induced yield loss. Only a few differences in the APO1 amino acid sequences were detected between the cultivars, but the *APO1* transcript level was oppositely regulated by ozone exposure: i.e., it increased in Sasanishiki and decreased in Habataki. Interestingly, the levels of some phytohormones (jasmonic acid, jasmonoyl-L-isoleucine, and abscisic acid) known to be involved in attenuation of ozone-induced leaf injury tended to decrease in Sasanishiki but to increase in Habataki upon ozone exposure. These data indicate that ozone-induced grain yield loss in Habataki is caused by a reduction in the *APO1* transcript level through an increase in the levels of phytohormones that reduce leaf damage.

## Introduction

Tropospheric ozone is the main photochemical oxidant that causes extensive damage to cultivated crops [1]. Its concentration has increased markedly since the turn of the past century [2]. It is predicted that the concentration will continue to increase in Eastern Asia until 2020, where it may trigger up to 40% crop yield loss [3]. Acute exposure to ozone results in foliar lesions such as chlorosis and necrosis and induces a variety of biochemical and physiological responses in plants [4–6]. Ozone enters the leaves through the stomata, resulting in the generation of reactive oxygen species (ROS) through an oxidative burst [7]. The ROS induce programmed cell death with a result that resembles the hypersensitive response provoked by pathogen infection [4].

Yield loss in ozone-exposed crops is thought to be triggered by a reduction in photosynthetic activity and by growth inhibition caused by leaf injury [8, 9]. The latter has been assessed in this context in many rice cultivars [10–12], and the mechanism of leaf damage induction has been clarified: for instance, two QTLs associated with leaf bronzing identified using two rice cultivars Nipponbare (ozone-sensitive *japonica* cultivar) and Kasalath (ozone-tolerant *indica* cultivar) differed significantly in leaf ascorbic acid content when exposed to ozone, suggesting ascorbic acid as a principal antioxidant counteracting ozone-induced oxidative damage [11]. However, the degree of visible ozone-induced leaf injury does not correlate with grain yield reduction in 20 rice cultivars [13], suggesting that ozone-induced grain yield loss in rice may not be accounted for by the reduction in photosynthetic activity caused by leaf damage. Several genes involved in rice grain yield have been identified by quantitative trait locus (QTL) analysis [14–17]. For example, the transcript level of the cytokinin oxidase/dehydrogenase gene (*Gn1a/OsCKX2*) in inflorescence meristems regulates the number of reproductive organs and grain yield [14]. *GW2*, encoding a RING-type E3 ubiquitin ligase, controls rice grain width and weight; GW2 negatively regulates cell division by targeting its substrate(s) for proteasomal degradation [16]. Yet despite the identification of several such genes, genes involved in ozone-induced grain yield loss in rice have not been identified, although the QTL associated with relative dry weight was found using two cultivars Nipponbare and Kasalath, which this QTL exhibited a less reduced net photosynthetic rate under ozone exposure compared with Nipponbare [11].

The objectives of this study were to identify QTLs associated with rice grain yield loss under elevated ozone by using Sasanishiki/Habataki chromosome segment substitution lines (CSSLs). One year QTL analysis showed that a QTL associated with rice grain yield loss by ozone-exposure was located on chromosome 6 [18]. Here, we carried out further experiments and show that the *ABERRANT PANICLE ORGANIZATION 1* (*APO1*) gene, known to control panicle branching in rice, has important role for ozone-induced grain yield loss. Ozone induces suppression of *APO1* expression during panicle formation, resulting in a reduction in the number of panicle branches and eventually in grain yield. We also carried out further and to clarify how ozone stress-induced signaling regulates grain yield by affecting early morphogenesis.

## Materials and Methods

### Plant materials and growth conditions

To detect QTLs associated with ozone-induced grain yield loss, we used a mapping population consisting of 39 CSSLs developed from rice (*Oryza sativa* L.) cultivars Sasanishiki (*japonica* cultivar, recurrent parent) and Habataki (*indica* cultivar, donor parent) [19]. Seeds were sown in plastic boxes (28 cm × 21 cm × 9 cm; 80 plants per box) filled with seedbed soil, and the seedlings were grown in a glasshouse under ambient air at the Akagi Testing Center of the Central Research Institute of the Electric Power Industry (Gunma Prefecture, Japan, 36°28′ N, 139°11′ E, 540 m above sea level). Six weeks after sowing, the seedlings were transplanted into pots (0.05 m^2^ surface area and 0.015 m^3^ volume; four plants per pot) and grown in glasshouses (five pots of each line per glasshouse) under ambient air or elevated ozone. For the latter treatment, artificially generated ozone was added to ambient air via a mass flow controller. Plants were grown until harvest from 10 April to 25 September 2009 and from 28 April to 28 September 2010. The mean ozone concentrations during the daytime (6:00 to 18:00) were 32.0 nL L^−1^ in 2009 and 43.7 nL L^−1^ in 2010 in ambient air, and 76.5 nL L^−1^ in 2009 and 85.7 nL L^−1^ in 2010 in ozone-supplemented air (Fig A in S1 File). Average of air temperature, relative humidity and light intensity (photosynthetically active radiation) in both glasshouses were not significantly difference throughout growing period in 2009 and 2010 (data not shown). For total RNA isolation, plants were pulled from the pots at 23 and 10 days before heading, and leaves, roots, young panicles (~5 cm long) and inflorescence meristems (~1 cm long) enclosed by the leaf sheath were frozen at −80°C. Further research on Habataki-genotype *APO1* gene were carried out using the progenies of 04SHA422-12-8.8–18.31 [20]. Of these, SHA422-1.1 contains Habataki-genotype of *APO1* gene, and SHA422-1.3 has Sasanishiki-genotype of *APO1* gene. The SHA422-1.1, SHA422-1.3, Sasanishiki and Habataki were grown in an open-top chamber (five pots of each line per chamber) under charcoal-filtered air or elevated ozone from 13 May until harvest on 30 September 2011. The mean ozone concentration during the daytime (6:00 to 18:00) was 6.0 nL L^−1^ in charcoal-filtered and 67.0 nL L^−1^ in ozone-supplemented air (data not shown). Mean temperature and relative humidity in the open-top chamber were 22.8–24.2°C and 80–84.7%, respectively. The obtained results in 2011 were converted to equivalent of NF (non-filtered air) condition using conversion factors calculated from growth traits of Sasanishiki, Habataki, and SL421 grown at open-top chamber in 2010 (Table A in S1 File).

### QTL analysis

Yield and plant growth parameters were measured as described previously [18] and those in parental lines are listed in Table B in S1 File. Linkage analysis was performed by interval mapping [21] as implemented in the program R/qtl [22], using the expectation-maximization algorithm [23]. The genotype of each CSSL was determined previously [19]; the mapping data were obtained from the Rice Genome Resource Center (http://www.rgrc.dna.affrc.go.jp/). Recombination fractions were converted to centimorgans (cM) by using the Haldane mapping function [24]. Putative QTLs were also detected using R/qtl.

### Sequence analysis of *APO1* gene

Genomic DNAs extracted from Sasanishiki and Habataki seedlings by using a DNeasy Plant Mini Kit (Qiagen, Valencia, CA, USA) were amplified by PCR using the *APO1*-specific primers APO1-F2 (5’–ATGATGAACCCTCGCCGGCTGC–3’) and APO1-full-R (5’–CTAACCATCATGCATGCCATGCAAGGCG–3’). PCR products were purified by using a QIAquick Gel Extraction Kit (Qiagen) and cloned into the pDrive Cloning Vector (Qiagen PCR Cloning Kit; Qiagen). Cloned amplicons were sequenced on an ABI3730xl DNA analyzer (Life Technologies, Carlsbad, CA, USA). These experiments were carried out following the manufacturer’s instructions. Functional motifs (F-box domain and Kelch motif) were predicted by SWISS-MODEL [25–27].

### Quantitative PCR analysis

Total RNAs were extracted from frozen samples (leaves, roots, young panicles and inflorescence meristems) by using RNeasy Plant Mini Kit (Qiagen). First-strand cDNA was generated from total RNA using random hexamer primers (Invitrogen, Carlsbad, CA, USA) and used as a template for quantitative PCR with the *APO1*-specific primers 51L3 (5’–CAGGTAAGGGCTCCGTTGGA–3’) and 53R3 (5’–TGCGTAGCATGTTTTGCAGT–3’) [20]. A fragment of the α-tubulin gene was also amplified from the same cDNA with the primers TUB-F (5’–CATCGACATCAAGTTCGA–3’) and TUB-R (5’–CCGAGTTCGACGATGGTGA–3’), and used as an internal standard to estimate the relative expression level of *APO1* gene. These experiments were carried out following the manufacturer’s instructions.

### Microarray analysis

Total RNAs were extracted from frozen inflorescence meristems of Sasanishiki and Habataki grown in ambient air condition and elevated ozone condition by using RNeasy Plant Mini Kit (Qiagen). Two hundred ng of total RNAs were subjected to the analysis. A rice 4 x 44K custom oligo-DNA microarray chip (Agilent Technologies, CA) was used for genome-wide gene profiling. Microarray analysis including cDNA synthesis, fluorescence labeling, hybridization, scanning and digitization of gene expression level were performed by a service provider, Hokkaido System Science (http://www.hssnet.co.jp/index_e.htm). The four gene subsets were extracted from microarray data by using these filtering criteria as below: (1) the fold change both in Sasanishiki and Habataki was ≥ 2, (2) that both in Sasanishiki and Habataki were ≤ 0.5, (3) that in Sasanishiki was ≥ 2 and that in Habataki was ≤ 0.5, (4) that in Sasanishiki was ≤ 0.5 and that in Habataki was ≥ 2, compared with ambient air condition. To identify the gene ontology of extracted genes, the RAP Os IDs in subsets were converted to UniProt accession numbers by using DAVID 6.7 [28, 29], and the gene enrichment analyses for up- or down-regulated genes were performed by using FuncAssociate 2.0 [30]. The microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE65465.

### Quantification of phytohormone contents

The content of phytohormones (indole-3-acetic acid, IAA; *trans*-zeatin, tZ; N6-isopentenyladenine, iP; abscisic acid, ABA, gibberellins A_1_, GA_1_; gibberellins A_4_, GA_4_; jasmonic acid, JA; jasmonoyl-l-isoleucine, JA-Ile; and salicylic acid, SA) was determined according to the method of Lehisa and co-workers [31] with modifications. Frozen inflorescence meristems and flag leaves (~200 mg) were ground to a fine powder, mixed with 4 mL of 80% (v/v) acetonitrile containing 1% (v/v) acetic acid and known amounts of stable isotope-labeled internal standards, and stored for 1 h at 4°C to extract the hormones. Tissue debris was pelleted by centrifugation at 3000 ×*g* for 10 min, and the pellet was washed with 80% (v/v) acetonitrile containing 1% (v/v) acetic acid. The two supernatants were combined, evaporated in a vacuum centrifugal evaporator (Sakuma, EC-57CS, Tokyo, Japan) and dissolved in 1% (v/v) acetic acid. The extracted hormones were loaded onto a reverse-phase solid-phase extraction cartridge (Oasis HLB 1 cc; Waters Corporation, Milford, MA, USA). The cartridge was washed with 1 mL of 1% acetic acid and hormones were eluted with 2 mL of 80% acetonitrile containing 1% acetic acid. The eluent was evaporated to leave the extracts in 1 mL of 1% acetic acid and subjected to cation exchange chromatography on an Oasis MCX 1-cc extraction cartridge (Waters Corporation). The cartridge was successively washed with 1% acetic acid and 80% acetonitrile. The acidic fraction was eluted with 1 mL of 80% acetonitrile containing 1% acetic acid. A portion of the acidic elute was analyzed for SA as detailed below. The cartridge was further washed with 5% aqueous ammonia, and the basic fraction was eluted with 40% acetonitrile containing 5% ammonia and analyzed for tZ and iP. The remaining acidic fraction was evaporated, dissolved in 1% acetic acid, and loaded onto an Oasis WAX 1-cc extraction cartridge (Waters Corporation Inc.). The cartridge was washed with 1% acetic acid and the remaining hormones were eluted with 80% acetonitrile containing 1% acetic acid. The elute was analyzed for IAA, GA_1_, GA_4_, ABA, JA, and JA-Ile.

All fractions were analyzed on an Agilent 1260–6410 Triple Quad LC/MS system (Agilent Technologies Inc., Santa Clara, CA, USA) equipped with a ZORBAX Eclipse XDB-C18 column (Agilent Technologies Inc.). The conditions of liquid chromatography are described in Table C in S1 File. The multiple-reaction-monitoring mode of the tandem quadrupole mass spectrometer and precursor-product ion transitions for each compound are listed in Table D in S1 File.

### Statistical analysis

All statistical analyses were conducted by use of the open source software R version 3.1.1 [32, 33].

## Results

### Differences in grain yield and plant growth parameters in Sasanishiki and Habataki under elevated ozone and QTL analysis

We first investigated changes in vegetative and reproductive traits caused by ozone exposure in Sasanishiki and Habataki. In Habataki, ozone exposure (approximately twice the concentration in the ambient air) reduced grain yield by 19% (*P* = 0.038) in 2009 and by 12% (*P* = 0.085) in 2010 relative to control plants (Fig 1A), although no or weak leaf injury was detected (Table B in S1 File) [18]. By contrast, no ozone-induced reduction of grain yield was observed in Sasanishiki. Interestingly, visible leaf injury appeared in ozone-exposed Sasanishiki (Table B in S1 File) [18]. The number of primary rachis branches was significantly decreased (by 17%) upon ozone exposure in Habataki but not in Sasanishiki (Fig 1B and 1C). Ozone-induced changes in other vegetative or reproductive traits (biomass, culm length, panicle number per plant, panicle length, sterile grain number, total grain number, number of filled grains per panicle, and filling rate) were observed in both cultivars (Table B in S1 File). However, ozone-induced changes in these traits were detected only in one of the two years in both cultivars. Therefore, we consider only the number of primary rachis branches and grain yield as traits affected by ozone in Habataki but not in Sasanishiki, and these traits were assessed further.

**Fig 1:**
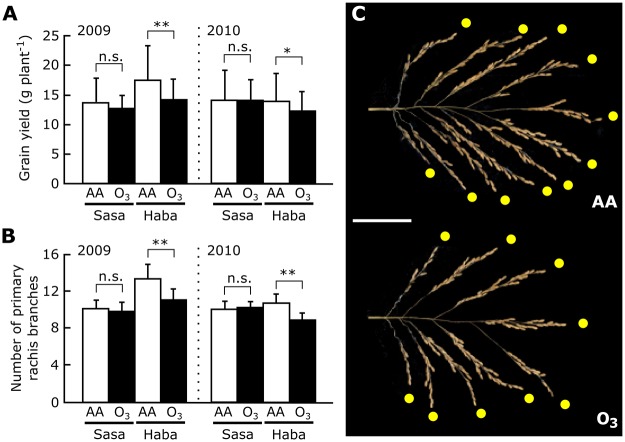
Effects of elevated ozone on two rice cultivars, Sasanishiki and Habataki. (A) Changes in grain yield in 2009 and 2010. (B) Changes in the number of primary rachis branches in 2009 and 2010. Values are mean ± SD (*n* = 20). Error bars indicate SD; n.s., not significant; *P<0.1; **P<0.05 (Student’s *t*-test). AA, ambient air; O_3_, elevated ozone; Sasa, Sasanishiki; Haba, Habataki. (C) Typical panicles of Habataki grown under ambient air (left) or elevated ozone (right). Yellow circles indicateidentify each primary rachis branches. Scale bar = 5 cm.

We performed QTL analyses for these traits in the CSSLs and found QTLs on chromosome 6 involved in ozone-induced reduction of grain yield and of the number of primary rachis branches (Fig 2A and 2C). The LOD score for grain yield was > 7 in 2009 (Fig 2A); although it was <3 in 2010, this value was still the largest among all chromosomes. The LOD score of the QTLs for the number of primary rachis branches was highest in 2010 (> 3), although it was not the highest (< 2) in 2009 (Fig 2C). The highest peak was detected at the end of short arm in chromosome 2 (Figs 2 and 3), but the additive effect of this QTL indicates an increasing allele from Sasanishiki (Fig 2). The positions of the QTLs for grain yield and the number of primary rachis branches at the end of chromosome 6 were nearly identical (Fig 2). The negative additive effect of these QTLs indicates an increasing allele from Habataki (Fig 2B and 2D).

**Fig 2:**
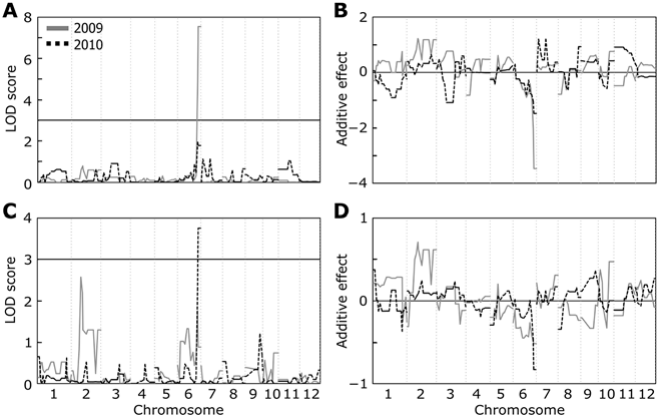
Genome scans for ozone-induced yield loss and the number of primary rachis branches. (A, C) QTL likelihood maps for (A) grain yield and (C) the number of primary rachis branches. Genetic maps were produced by composite interval mapping using differences between ambient air and elevated ozone. (B, D) Additive effect of (B) QTLs for grain yield and (D) the number of primary rachis branches. A positive (negative) additive effect in *B* and *D* represents an increasing allele from Sasanishiki (Habataki). The vertical dotted lines separate chromosomes 1–12 (labeled at the bottom) progressing left to right along the *x*-axis.

**Fig 3:**
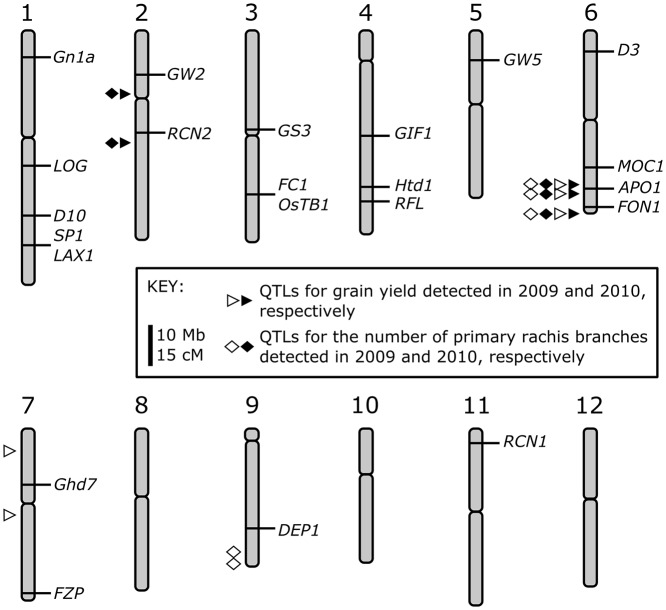
A genetic linkage map showing the positions of QTLs for grain yield and for the number of primary rachis branches on rice chromosomes in 2009 and 2010. The map is adapted from [43]. Genes known to affect grain yield in rice are indicated on the right of each chromosome.

### Effects of Habataki-genotype of *APO1* on grain yield and number of primary rachis branches

The highest LOD scores for grain yield and the number of primary rachis branches in 2009 and 2010 were at the RM3430 marker (107.6 cM on chromosome 6; Figs 2 and 3). These results suggest that genes near RM3430 play key roles in grain yield loss by decreasing the number of primary rachis branches under elevated ozone. Our previous study showed that RM3430 lies close to the *ABERRANT PANICLE ORGANIZATION 1* (*APO1*) gene [18]. The gene encodes an F-box protein [34] and is known to affect rice grain yield through regulation of primary rachis branch formation [20]. To investigate whether the *APO1* allele in Habataki is involved in the decrease in grain yield and in the number of primary rachis branches, we carried out an ozone exposure experiment with SHA422-1.1, a near isogenic line derived from a CSSL that has only the Habataki-genotype *APO1* region in the Sasanishiki background (Fig 4A). As a control, we also used SHA422-1.3, a sib line of SHA422-1.1 that almost all region of chromosome have the Sasanishiki genotype. Grain yield and plant growth parameters of SHA422-1.1, SHA422-1.3, Sasanishiki and Habataki grown in the open-top chambers with elevated or low (charcoal-filtered air) ozone were measured (Fig 4B, 4C and Table E in S1 File). Grain yield and the number of primary rachis branches decreased significantly under elevated ozone in all of three lines, except grain yield of SHA422-1.1 (*P* = 0.059, Fig 4B and 4C). Both grain yield and the number of primary rachis branches decreased significantly under elevated ozone in SHA422-1.1 and Habataki (*P*<0.05, Fig 4B and 4C). These results indicate that the Habataki allele of *APO1* is involved in the reduction of grain yield and of the number of primary rachis branches by ozone.

**Fig 4:**
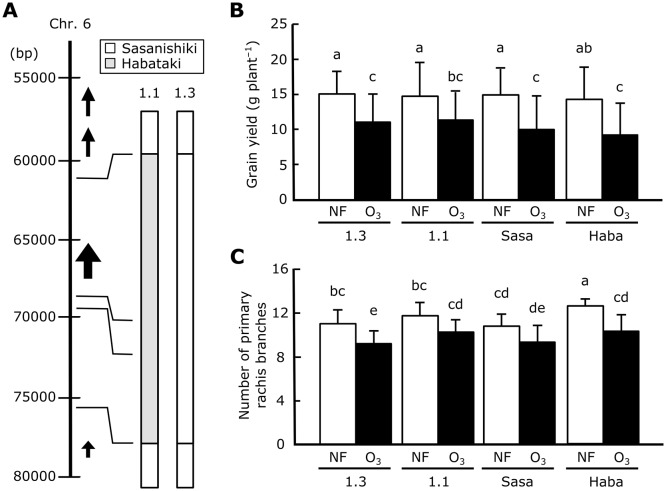
Effects of the Habataki-type *APO1* gene in Habataki and the SHA422-1.1 near-isogenic line. (A) Graphical genotype of chromosome 6 of SHA422-1.1 (*APO1* near-isogenic line) and SHA422-1.3. The thickest arrow represents the open reading frame of *APO1*; narrower arrows represent other predicted genes. 1.1, SHA422-1.1; 1.3, SHA422-1.3. Modified from [20]. (B, C) Effects of the Habataki-type *APO1* gene on (B) grain yield and (C) the number of primary rachis branches. Values are mean ± SD (*n* = 36). NF, non-filtered air (converted values); O_3_, elevated ozone. Bars topped by the same letters are not significantly different (Tukey’s HSD test, *P*<0.05).

### Accumulation of *APO1* transcripts in Habataki is suppressed by ozone

We speculated that the primary structure of the APO1 protein, the expression level of its gene, or both differ between Sasanishiki and Habataki. First, we sequenced the *APO1* alleles in Sasanishiki and Habataki and found two amino acid substitutions (I39V and R226G), and a deletion of three sequential glycine residues (from 309 to 311) in Habataki (Fig 5). APO1 has an F-box domain and a Kelch motif, which are involved in its enzymatic activity [35]. The substitution I39V in the F-box domain might affect protein function. To examine this possibility, we performed 3D homology modeling of the F-box domain and found that this substitution would not interfere with the 3D structure of the F-box domain (Fig B in S1 File), indicating that there is no functional difference between the APO1 F-box domains in Sasanishiki and Habataki.

**Fig 5:**
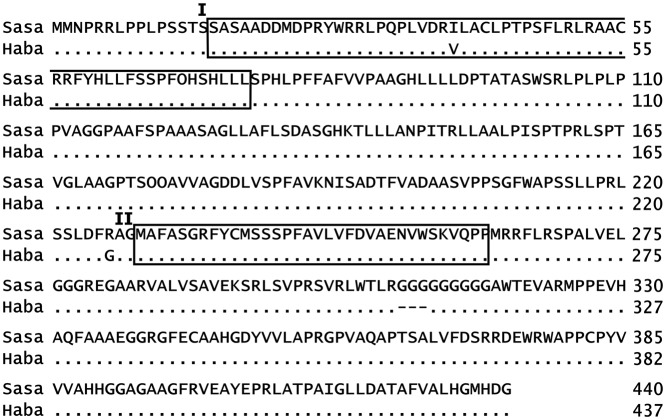
APO1 amino acid sequences in Sasanishiki and Habataki. Boxes show predicted functional motifs (I, F-box domain; II, Kelch motif). APO1 of Habataki has two amino acid substitutions (Ile39Val in the F-box domain and Arg226Gly near the Kelch motif), and a deletion of three amino acids (Gly309–Gly311) in comparison with Sasanishiki. Sasa, Sasanishiki; Haba, Habataki.

We have previously reported that the level of *APO1* transcripts in young panicles was suppressed by ozone in Habataki but increased in Sasanishiki [18]. To understand the *APO1* expression pattern in more detail, we compared it in several organs in the two cultivars. The *APO1* transcript was detected in the young panicles, roots, and inflorescence meristems, but not in the leaf blades; the expression level was higher in Habataki than in Sasanishiki (Fig 6A). In Habataki, remarkably high *APO1* expression was observed in inflorescence meristems, where it was 17 times that in young panicles. Ozone treatment reduced the *APO1* transcript level in inflorescence meristems of Habataki to one-seventh of that under ambient air, but increased the transcript level in Sasanishiki by approximately 100%, although this increase did not reach statistical significance (Fig 6B, *P* = 0.076). These findings are in line with our previous report for young panicles [18]. Furthermore, the *APO1* transcript level in SHA422-1.1 was 5-fold higher than that in SHA422-1.3 under NF condition, but that in both lines were decreased by ozone treatment (Fig C in S1 File).

**Fig 6:**
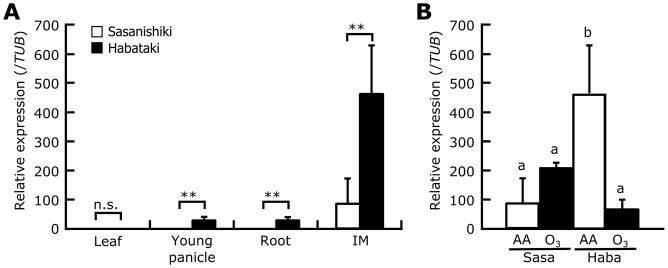
Relative levels of *APO1* transcript in different organs. (A) *APO1* transcript levels in the fourth leaf, young panicle (10 days before heading), root, and an inflorescence meristem (IM; 23 days before heading). (B) Ozone-induced changes in the *APO1* transcript level in inflorescence meristems of Sasanishiki (Sasa) and Habataki (Haba). Values are mean ± SD (*n* = 3). AA, ambient air; O_3_, elevated ozone. n.s., not significant; **P<0.05 (Student’s *t*-test, A). Bars topped by the same letters are not significantly different (Tukey’s HSD test, *P*<0.05, B).

### Jasmonic acid and abscisic acid levels are increased in Habataki by ozone exposure

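Inflorescence meristems of Sasanishiki and Habataki were sampled 23 days before heading from plants grown under ambient air, with a mean daytime ozone concentration of 43.7 nL L-1, or under elevated ozone, with 85.7 nL L-1. From each of the 4 combinations of cultivar and air condition, 200 ng of total RNA was labelled with Cy3 and hybridized to 1 array. The 4 arrays lay on 1 slide and were scanned together. There were therefore no replicates, and the number of arrays limits the precision of every value from this experiment. The authors deposited the spot intensity of each array after background subtraction by the Feature Extraction software, and a table of signals that were divided by the 75th percentile of each array. Each array held 45151 spots, of which 43734 were not controls. Between 34517 and 36681 of these spots were well above background. The log2 intensity of each spot was set against the 75th percentile of its array, spots of one probe were averaged, and probes of one gene were averaged. This gave values for 29680 genes, of which 21419 had every probe well above background on all 4 arrays. The median standard deviation between spots of the same probe on one array was between 0.07 and 0.08 on the log2 scale for probes well above background. It was between 0.17 and 0.21 for the others.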

To understand the difference of *APO1* regulation in Sasanishiki and Habataki, we analyzed whole genome gene expression profile in inflorescence meristems of the two cultivars using microarray analysis. 

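In Sasanishiki, 1170 genes reached a fold change of 2 or more under elevated ozone and 2615 genes a fold change of 0.5 or less. In Habataki, 723 genes reached the higher threshold and 2481 the lower one. Among genes with every probe well above background on all 4 arrays, the numbers were 667 and 1097 in Sasanishiki and 310 and 1296 in Habataki. The split between higher and lower genes depended on the scaling. Without any scaling between the arrays, 56.5% of the genes past a threshold in Sasanishiki were higher, against 30.9% with the 75th percentile. Across all genes, the log2 fold changes of the 2 cultivars had a Pearson correlation of -0.0247 and a Spearman correlation of -0.219. Across the genes well above background, these were -0.233 and -0.355. These are correlations across genes, which are not independent replicates. Probes of one gene with different sequences differed in their log2 fold change by a median of 0.14 in Sasanishiki and 0.10 in Habataki, over 6317 genes. The 90th percentiles of this difference were 0.80 and 0.73.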

The four gene subsets were obtained from microarray data (e.g. subset 1; genes up-regulated in both cultivars, subset 2; genes down-regulated in both cultivars, subset 3; genes up-regulated in Sasanishiki but down-regulated in Habataki, subset 4; genes down-regulated in Sasanishiki but up-regulated in Habataki). Twenty-six, 650, 480, and 275 genes were identified by above criteria from subset 1, 2, 3 and 4, respectively, and these were classified into 137, 617, 582 and 279 attributions by their gene ontology (GO). Among of them, 12, 5 and 19 GOs were selected over- or under-represented attributes by gene enrichment analyses from subset 2, 3 and 4, respectively. 

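With the values of the 29680 genes, 29 genes met the criteria of subset 1, 543 those of subset 2, 430 those of subset 3 and 253 those of subset 4. Normexp background correction moved each of these counts by the largest factor among the scalings and background corrections, to 3, 172, 200 and 75 genes. If the changes in the 2 cultivars were unrelated, the numbers of genes past each threshold would give 28.5 genes in subset 1, 219 in subset 2, 97.8 in subset 3 and 63.7 in subset 4. The observed counts were 1.02, 2.48, 4.40 and 3.97 times these levels. Many of the genes had dim signals. Every probe was well above background on all 4 arrays for 6 genes of subset 1, 187 of subset 2, 301 of subset 3 and 130 of subset 4, while 57 genes of subset 2 had no probe well above background on any array. The deposited table of the authors held 1800 spots, each of which met the criteria of a subset. It shared 29, 534, 430 and 251 genes with subsets 1, 2, 3 and 4 as counted here.

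The 3 genes with the largest smaller change of the 2 cultivars in each subset, among genes well above background on all 4 arrays, were as follows. Positions are those of the probes on IRGSP build 5. In subset 1, Os01g0824900, described as a conserved hypothetical protein, had log2 fold changes of 1.79 in Sasanishiki and 1.81 in Habataki. Os10g0477600, described as similar to a NAM / CUC2-like protein and measured by a probe on chromosome 10 from 18348386 to 18348445, had log2 fold changes of 1.18 and 1.22. Os11g0184300, described as similar to a beta-glucosidase, had log2 fold changes of 1.19 and 1.99, and shares its annotation with another gene identifier, so its signal is uncertain. In subset 2, Os02g0662000, described as RCc3 protein, was measured by probes on chromosome 2 from 27661693 to 27661752 and from 27661758 to 27661817, and its log2 fold change was -4.53 in Sasanishiki and -3.96 in Habataki. The values were -3.86 and -4.40 for Os04g0382900, and -3.45 and -3.73 for Os12g0115000. In subset 3, Os11g0451700, described as similar to dehydrin DHN1, had a probe on chromosome 11 from 17369156 to 17369215 and log2 fold changes of 2.43 and -4.70. Os10g0546100, described as a pollen Ole e 1 allergen and extensin domain protein, had log2 fold changes of 2.52 and -3.31, and Os10g0378500 had 2.27 and -2.50. In subset 4, Os03g0797800, described as an AUX/IAA family protein, had a probe on chromosome 3 from 34144533 to 34144592. Its log2 fold changes were -2.52 and 2.31. Os08g0113700 and Os03g0725200, both described as conserved hypothetical proteins, had log2 fold changes of -2.51 and 2.64, and of -2.52 and 2.43.

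**Figure D1:**
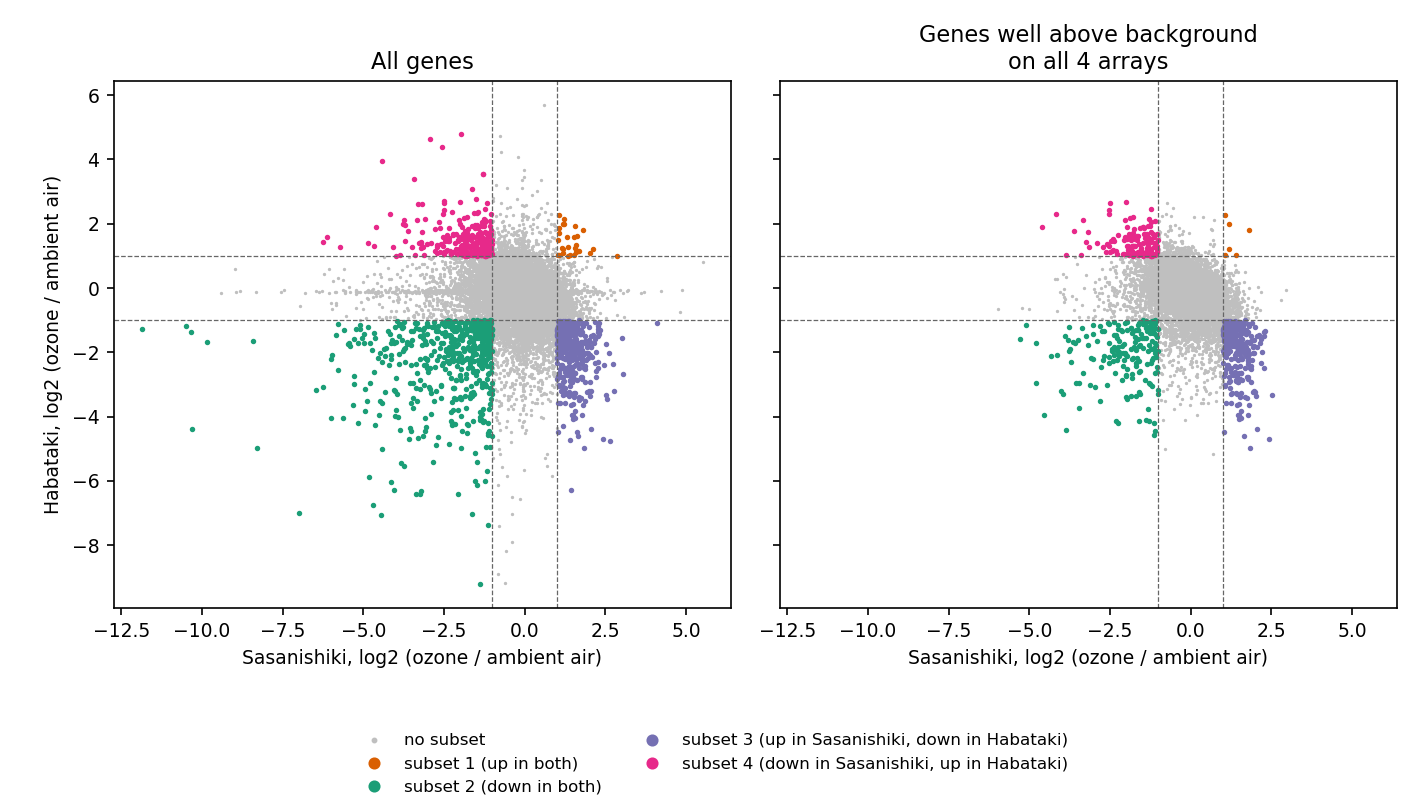
Log2 fold change of each gene under elevated ozone against ambient air in Sasanishiki (x axis) and Habataki (y axis), with 1 array per condition. Each point is a gene, coloured by subset, dashed lines mark log2 fold changes of -1 and 1, the left panel shows all 29680 genes and the right panel the 21419 genes well above background on all 4 arrays, where subset 1 holds 6 genes and subset 3 holds 301.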

No GO was identified in subset 1 by this criterion. Genes responsive to oxidative stress were mainly detected in subset 2 (data not shown). 

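Gene ontology terms were not used here, and genes were counted by words in their descriptions on the array. Of the 29680 genes, 324 were described as peroxidase, catalase, superoxide dismutase, glutathione S-transferase, glutaredoxin, thioredoxin or peroxiredoxin, or by the words ascorbate, dehydroascorbate or oxidative. Subset 2 held 19 of them, or 3.50% of its genes (95% Clopper-Pearson interval 2.12% to 5.41%, which covers counting error only). Random gene sets of the same size and mean expression held 1.04% on average, and all 10000 of them held a smaller share. Subset 3 held 11 of the genes, a share at percentile 99.6 of its random sets, subset 4 held 2 and subset 1 held none. With peroxidase, the most frequent word, left out, subset 2 held 5 genes, or 0.92% of its genes, and subset 3 held 9. Among genes well above background on all 4 arrays, subset 2 held 6 of 187, or 3.21%, and subset 3 held 9 of 301, or 2.99%. All genes of subset 2 had lower signals under elevated ozone. Os03g0434500, described as similar to peroxidase 2 and measured by a probe on chromosome 3 from 18957453 to 18957512, had log2 fold changes of -2.71 in Sasanishiki and -2.24 in Habataki. Os03g0434800 on the same chromosome, described as a putative peroxidase, had log2 fold changes of -2.43 and -1.97. Over the alternatives for processing, these 2 values of Os03g0434800 ranged from -2.43 to -1.23 and from -2.13 to -0.80. Its Habataki value thus did not meet the threshold of subset 2 under each of them. Os03g0434500 and Os03g0434800 share an annotated locus, so their signals may not be separate measurements. For Os05g0499400, described as a haem peroxidase family protein, probes on chromosome 5 from 24685868 to 24685927 and from 24685923 to 24685982 gave a log2 fold change of -1.98 in Sasanishiki and -3.47 in Habataki.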

The obtained result is reasonable because we carried out microarray analysis in ozone-exposed plants. On the other hand, genes involved in phytohormone response were significantly enriched in subset 4 (Table F in S1 File, *P*<0.05). It is noteworthy that ozone response of genes categorized into subset 4 was opposite to that of *APO1* in inflorescence meristem (Fig 6B). Moreover, previous studies showed that phytohormones, such as cytokinins, JA, and ABA) influence the grain yield of rice [14, 36, 37]. 

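By words in their descriptions on the array, 316 genes were counted as phytohormone genes. Some matched a word for another reason. Os03g0702800, Os05g0373900 and Os07g0587400 were described as peptide chain release factors (eRF1). Os02g0631500, Os03g0328300 and Os05g0505800 matched only the name of a library from hormone-treated tissue. None of these named genes was in a subset. Subset 4 held 11 of the 316 genes, or 4.35% of its genes (95% Clopper-Pearson interval 2.19% to 7.65%). The average of expression-matched random sets was 0.87%, and the share of subset 4 lay at percentile 100 of them. Under normexp background correction, the share was 9.33% of 75 genes. With the word auxin left out, but IAA and SAUR kept, it was 2.77% of 253 genes. With all auxin genes left out, a choice made after seeing the data, subset 4 held 2 phytohormone genes, or 0.79%, at percentile 75.6 of its random sets, and subset 3 held 12, or 2.79%, at percentile 100. Subset 3 held 16 of the genes, or 3.72%, against an average of 1.01% in its random sets, at percentile 99.995. Of these, 5 were copies with the annotation of 1 lipoxygenase locus. Counted once per annotated locus, subset 3 held 12. Subset 2 held 6 and subset 1 held 1. By hormone class, 9 of the genes in subset 4 were counted under auxin, 1 under jasmonate and 1 under cytokinin. In subset 3, 4 genes were counted under auxin, 5 under jasmonate, 3 under abscisic acid, 3 under ethylene and 1 under cytokinin. The jasmonate genes of both subsets were described as lipoxygenase and the ethylene genes by ERF, not by the name of the hormone. Separate lists for jasmonate and abscisic acid also used words that the phytohormone list lacks, among them 12-oxo, late embryogenesis and dehydrin. These lists held 7 and 9 genes of subset 3, and 1 and 0 genes of subset 4. The 7 include the 5 lipoxygenase copies. The signals of 8 of the phytohormone genes in subset 4 and 14 of those in subset 3 were well above background on all 4 arrays. Besides the AUX/IAA gene named above, Os09g0546900 and Os09g0546000, both described as similar to auxin induced protein, had large changes. Os09g0546900, measured by a probe on chromosome 9 from 22486930 to 22486989, had log2 fold changes of -1.87 in Sasanishiki and 2.19 in Habataki. Os09g0546000, with a probe from 22468462 to 22468521 on the same chromosome, had log2 fold changes of -1.45 and 1.86.

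**Figure D2:**
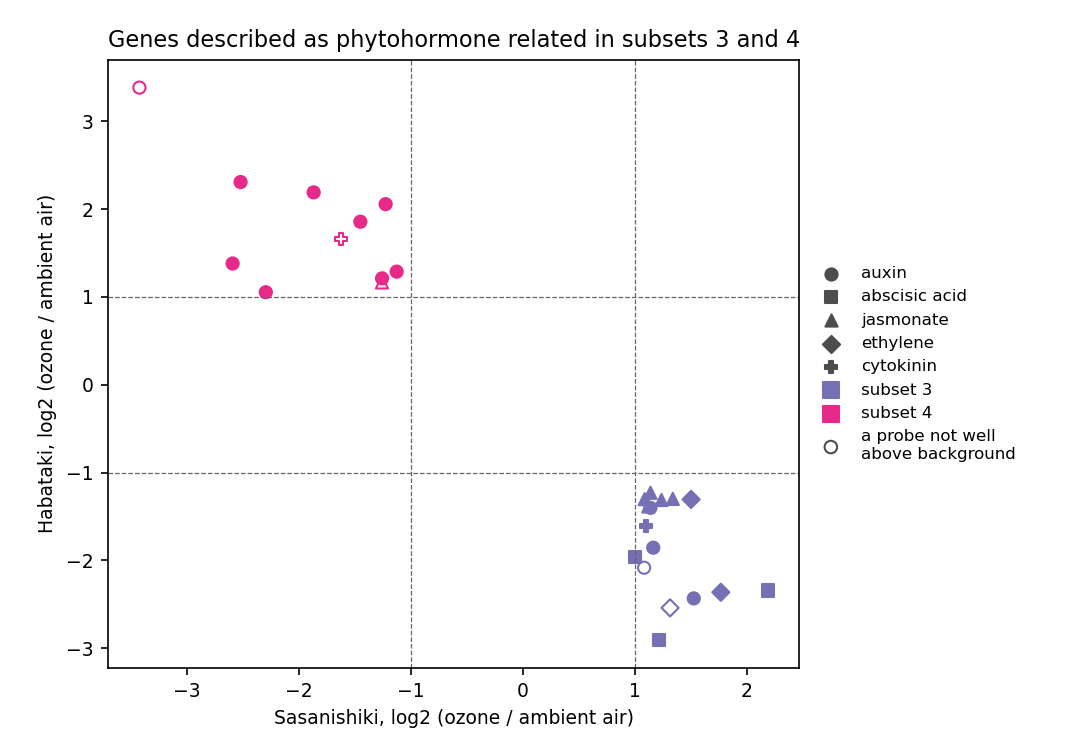
Log2 fold change under elevated ozone against ambient air in Sasanishiki (x axis) and Habataki (y axis) of the phytohormone genes in subset 3 (16 genes) and subset 4 (11 genes). Each point is a gene from 1 array per condition, and its shape gives the hormone class under which it was counted. Open points have a probe not well above background on some array, and dashed lines mark log2 fold changes of -1 and 1.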

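The genes of subset 4 had a median log2 fold change of -1.65 in Sasanishiki and 1.41 in Habataki, and those of subset 3 had medians of 1.38 and -1.72. Under ambient air, the signal of subset 4 genes in Habataki was lower than in Sasanishiki by a median log2 difference of -1.93, and under elevated ozone it was higher by 1.32. The subsets were chosen by their fold changes on these same arrays. The signs of the medians, and the rise of the cultivar difference from ambient air to elevated ozone, follow from that choice and are no separate result. The transcript of *APO1* was not analysed here. The paper sets the direction of subset 4 against its quantitative measurements of *APO1* (Fig 6B) and reasons from this, and from earlier reports on phytohormones in rice yield and in ozone-exposed leaves, to an investigation of phytohormones in the regulation of *APO1* under elevated ozone.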

Production of some phytohormones (JA, ABA, ethylene, and SA) in leaves increases upon ozone exposure [38]. These prompted us to investigate the possible involvement of phytohormones in the regulation of *APO1* expression under elevated ozone in rice.

We quantified the levels of phytohormones (IAA, tZ, iP, ABA, GA_1_, GA_4_, JA, JA-Ile, and SA) in inflorescence meristems and flag leaves with or without exposure to elevated ozone. We could not detect GA_1_ or GA_4_ in either cultivar. Although the levels of IAA, tZ, iP, and SA differed between Sasanishiki and Habataki, the contents of these phytohormones in inflorescence meristems and flag leaves were not affected by ozone in either cultivar (except for iP and SA in flag leaves, but the significant difference of these phytohormones were observed only one of the two cultivars) (Table G in S1 File). Upon exposure to elevated ozone, the levels of ABA, JA, and JA-Ile in inflorescence meristems of Sasanishiki decreased by 31.0% (not significant), 72.9%, and 71.1%, respectively, but increased to 2–3 times the levels under ambient air in Habataki (Fig 7A–7C). The same tendency was also observed in flag leaves: the content of JA, JA-Ile, and ABA in flag leaves was 2–10 times that in inflorescence meristems (Fig 7D–7F). It is noteworthy that the levels of most phytohormones (except IAA and tZ in both cultivars, and ABA and iP in Sasanishiki) were higher in flag leaves than in inflorescence meristems (Fig 7 and Table G in S1 File).

**Fig 7:**
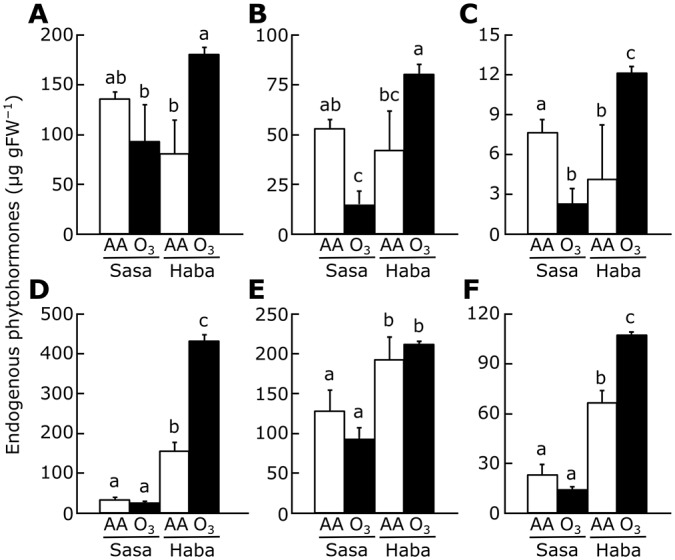
Ozone-induced changes in endogenous phytohormone levels in Sasanishiki and Habataki. The levels of (A, D) ABA, (B, E) JA, and (C, F) JA-Ile were measured in (A–C) inflorescence meristems and (D–F) flag leaves. Values are mean ± SD (*n* = 3). AA, ambient air, O_3_, elevated ozone; Sasa, Sasanishiki; Haba, Habataki. Bars topped by the same letters are not significantly different (Tukey’s HSD test, *P*<0.05).

## Discussion

Ozone exposure reduced grain yield (by 12%–19%) and the number of primary rachis branches (by 17%) in Habataki, but not in Sasanishiki. However, the incidence of ozone-induced leaf lesions was higher in Sasanishiki than in Habataki (Table B in S1 File). Our previous reports also showed that grain yield loss in Habataki caused by ozone exposure was not associated with leaf lesions [13, 18]. These data indicate that Habataki is a suitable rice cultivar to clarify the relationship between leaf injury and grain yield loss caused by ozone exposure.

In the QTL analysis for grain yield using plants growing under ambient air or elevated ozone, we found a peak with the maximum LOD score on chromosome 6 in both 2009 and 2010 (Figs 2 and 3). The QTL had a positive effect on grain yield under ambient air in Habataki; this positive effect was not detected under elevated ozone [18]. Thus, the QTL on chromosome 6 appears to be involved in ozone-induced grain yield loss. While narrowing down the position of the QTL for grain yield loss caused by ozone, we found a locus near RM3430 on chromosome 6 which may be involved in the decrease in the number of primary rachis branches under elevated ozone. RM3430 was located close to *APO1*, which is known to affect rice grain yield through regulation of primary rachis branch formation [20]. Indeed, SHA422-1.1, in which *APO1* is the only gene substituted with a Habataki allele in the Sasanishiki background [20], showed a reduction in grain yield and in the number of primary rachis branches under elevated ozone (Fig 4B and 4C). In addition, contribution of *APO1* locus in decrease of grain yield and number of primary rachis branches under elevated ozone were calculated as 57.8% and 66.7%, respectively (data not shown). These data indicate that ozone-induced reduction in grain yield and in primary rachis branch number is mainly controlled by the *APO1* locus of Habataki, although entire of ozone-induced grain yield loss is not explained with a locus.

APO1 amino acid sequences and homology modeling of the functional domain (F-box domain; Fig B in S1 File) suggested that no differences for primary structure of the protein were between Sasanishiki and Habataki. The *APO1* transcript level in inflorescence meristems was suppressed by elevated ozone in Habataki but not in Sasanishiki. Such reduction was also observed in young panicles of Habataki [18]. Taken together, these data suggest that in Habataki, ozone-induced reduction of *APO1* expression in inflorescence meristems (rather than the differences in the APO1 primary structures) might reduce the number of primary rachis branches, resulting in low grain yield. Ozone-induced reduction of *APO1* expression (Fig C in S1 File), grain yield and number of primary rachis branches in SHA422.1.1 (Fig 4B and 4C), which has Habataki-genotype of *APO1* locus, may support the suggestion. The absence of such reduction in *APO1* expression in Sasanishiki is consistent with the absence of any effect of ozone on grain yield or on the number of primary rachis branches in this cultivar.

The F-box domain is often found in phytohormone receptors such as TIR1, COI1, SLY1, and EBF1/2 (receptors for auxin, JA, GA, and ethylene, respectively) [39]. The levels of ABA, JA, and JA-Ile were increased by ozone in inflorescence meristems of Habataki, but were shown tendency to decrease in those of Sasanishiki (Fig 7A–7C). Both JA and ABA, which are produced under drought stress, prevent spikelet formation in rice [37, 40]. However, in this study we found that ozone-induced grain yield loss in Habataki occurred as a consequence of a decrease in the number of primary rachis branches. Treatment with methyl jasmonate decreases grain yield and the number of primary rachis branches in rice [36]. It is likely that the increase in JA or JA-Ile in ozone-exposed Habataki may suppress *APO1* expression in inflorescence meristems, resulting in grain yield loss in this cultivar. Although the role of JA in regulating rice spikelet development has been investigated [41], further studies are needed to understand the mechanism of *APO1* regulation by the JA pathway under elevated ozone.

JAs generated upon ozone exposure in leaves attenuate ozone-induced leaf injury [36]. This is consistent with our findings that ozone-induced leaf damage was suppressed in Habataki, which had high levels of leaf JAs (Fig 7) [18]. Furthermore, the content of JA, JA-Ile, and ABA in flag leaves was 2–10 times that in inflorescence meristems (Fig 7). These data indicate that JAs generated in Habataki leaves reduce ozone-induced leaf injury, and may also suppress *APO1* expression in inflorescence meristems. By contrast, the effect of *APO1* suppression alone is not completely explains ozone-induced grain yield loss in Habataki. According to our result shown here, two hypothetical pathways of grain yield loss in ozone-exposed rice are considered; (1) ozone suppresses *APO1* expression directly or through JAs and ABA signaling, and (2) JAs (and ABA) signaling suppress phase transition of rachis meristem to primary and secondary branch meristems that is independently occurred to *APO1* suppression. As described, contribution of *APO1* in ozone-induced reduction of grain yield in Habataki was estimated as 58%, suggesting JAs and ABA have the potential of substantial portion of residual 42% impacts for ozone-induced grain yield reduction. Taken together, our findings suggest the following model of ozone-induced grain yield loss in Habataki (Fig 8). Upon plant exposure to elevated ozone during the panicle formation stage, JAs and ABA are generated in leaves to attenuate leaf injury: unfortunately the ABA-mediated mechanism remain unclearly, ABA may (indirectly) attenuate ROS production [42]. Ozone signal(s) suppress *APO1* expression directly, or these phytohormones translocate to inflorescence meristems and suppress *APO1* expression presumably, resulting in a reduction in the number of primary rachis branches and eventually in grain yield.

**Fig 8:**
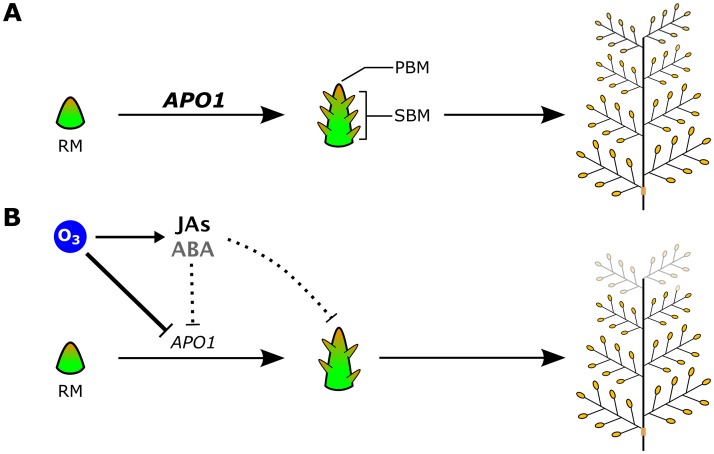
A hypothetical model of ozone-induced grain yield loss in Habataki. (A) Panicle formation flow under ambient air condition. The *APO1* transcription is the trigger of phase transition from rachis meristems (RM) to primary and secondary branch meristems (PBM and SBM). The transcript level is higher in Habataki than Sasanishiki, this is the reason Habataki is high-yielding cultivar. (B) Ozone enters leaves through stomata and generates ROS, which triggers generation of JAs and ABA in leaves to attenuate leaf damage. ROS signaling suppress the *APO1* transcript level directly or indirectly in Habataki. In parallel, phytohormones generated in leaves might be translocated to inflorescence meristems through the phloem. These impacts suppress differentiation of the RM into the PBM and SBM. Consequently, the decrease in primary rachis branch formation reduces grain yield.

## Conclusions

Our study indicates that different responses for grain yield in elevated-ozone condition between the two rice cultivars were triggered through a change in panicle morphology controlled by *APO1* gene. Intriguingly, visible injury in ozone-exposed leaves seems to relate to this mechanism consequently via several phytohormones. Our data suggest a unified framework to explain the relationship between leaf damage and reduction of grain yield caused by ozone exposure.

## Supporting Information

S1 File Supporting Tables and Figures. Table A in S1 File. Grain yield and number of primary rachis branches (PRB) grown at OTC in 2010, and conversion factors of CF to NF conditions. Table B in S1 File. Effects of exposure to elevated ozone on grain yield and plant growth parameters in Sasanishiki and Habataki. Table C in S1 File. LC conditions. Table D in S1 File. Parameters for LC-ESI-MS/MS analysis (Agilent 1260–6410). Table E in S1 File. Effects of exposure to elevated ozone on grain yield and plant growth parameters in SHA422-1.3, SHA422-1.1, Sasanishiki and Habataki (2011). Table F in S1 File. Overrepresented attributes for the 275 genes that responded under elevated ozone condition found by gene enrichment analysis. Table G in S1 File. Effects of exposure to elevated ozone on the amounts of phytohormones (μg gFW^−1^) in inflorescence meristems and flag leaves. Fig A. in S1 File Daily ozone exposure in the glasshouse in 2009 and 2010. Fig B. in S1 File Backbone ribbon representation of the F-box domains of APO1 from Sasanishiki and Habataki. Fig C. in S1 File Ozone-induced changes in the *APO1* transcript level in inflorescence meristems of SHA422-1.3 and SHA422-1.1.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

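Gene expression was measured in inflorescence meristems of Sasanishiki and Habataki grown under ambient air or elevated ozone, with 1 array for each of the 4 combinations. The cultivars share only the replicate number 1. The authors deposited, for each array, the scanned Cy3 intensity of every spot as extracted by Feature Extraction 10.7.3.1, which had subtracted the background and removed spatial trends. These intensities were not scaled between arrays. The authors also deposited a table of signals for 1800 spots. Over these spots, the ratio of intensity to deposited signal was constant on each array to within 0.1%, and the constant differed from the 75th percentile of all spots of the array by at most 0.0142%. The paper's text does not name a normalization.

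Control spots and spots with an outlier flag (25 to 46 per array) were left out. No spot was saturated. The log2 intensity was set against the 75th percentile of the non-control spots of the array, spots of one probe were averaged, and probes of one gene identifier were averaged on the log2 scale. The arrays held 42477 probes, of which 42452 could be used and 41883 carried a gene identifier. Of the genes, 21887 had 1 probe and 7793 had more. Another 569 probes without a gene identifier, among them 510 miRNA probes, were counted separately. A fold change compared the 2 arrays of one cultivar, and the subsets used the criteria of the paper, 2 or more and 0.5 or less. A gene not well above background on one of the arrays was counted with the signal that Feature Extraction gave it, which for some of these spots is a surrogate value, so that its fold change is not a measured ratio. Genes that share an annotated locus were treated as possible near-identical copies.

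Gene names and descriptions were taken from the array. The reference table of gene symbols matched none of the spots. Of the genes, 27640 had a description. Lists of genes were made from words and word stems in these descriptions for phytohormones, jasmonate, abscisic acid, oxidative stress, photosynthesis, cell division, ribosomal proteins, heat shock and floral organs (MADS). The median log2 fold change of a list was placed among those of 10000 random lists of the same size, drawn from 20 bins of mean expression, as a description of these arrays. The shares of the lists in the subsets were placed in the same way. No p-value was computed. The rule for naming genes was set before the data were examined. It takes the genes that the paper names or receptors for its phytohormones, as far as the array descriptions pair them with an identifier, and, in each subset, in the phytohormone genes of subset 4 and in the oxidative stress genes of subset 2, the 3 genes with the largest smaller absolute change of the 2 cultivars among genes well above background on all 4 arrays. Of the genes that the paper names, several are not analysed here, *APO1* among them.

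The steps were tested on simulated arrays for the comparison of elevated ozone with ambient air in both cultivars, run on 29680 genes. All 200 genes given a known change were found in their subset, and 1 unchanged gene was found in a subset. The known changes lay past the thresholds and were given only to genes well above background. The simulated noise was the spread between spots of an array, without differences between plants or samples. These counts therefore check the calculation and give no error rate for the subsets. Of 200 random lists of 50 genes, 5 fell outside the middle percentiles, and all 20 lists shifted by 0.5 on the log2 scale lay above them.

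Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for normexp background correction with an offset of 50. The alternatives were scaling by the median, by quantile normalization, by the 75th percentile of probes well above background and without scaling, normexp background correction, filters on dim probes, a floor on dim signals, other fold-change thresholds, other rules for probes of one gene, and lists without their most frequent word. Scaling by 251 spike-in control spots, a restriction to RAP-DB descriptions and the phytohormone list without its auxin genes were added after the data had been seen.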

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

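The tests of the exchange of all arrays between the cultivars and of the GC content of the miRNA probes were chosen before their results were seen, and the other tests in this part were chosen only after. None of the differences between the cultivars below was tested, since there was 1 array per condition, and a difference between plants of one condition stays open for each of them.

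The 50 genes described by abscisic acid, late embryogenesis or dehydrin moved in opposite directions in the 2 cultivars. Their median log2 fold change was 0.47 in Sasanishiki, at percentile 100 of random lists, and -0.72 in Habataki, at percentile 0, a difference of -1.20 (Habataki minus Sasanishiki). Of these genes, 35 rose in Sasanishiki and 40 fell in Habataki. The paper reports the content of abscisic acid to be lower in Sasanishiki, not significantly, and higher in Habataki (Fig 7A). Dim signals are not the whole cause, since the difference was -1.27 among the genes well above background on all 4 arrays. Scaling is not the whole cause either, since the difference relative to all genes was at least as far from 0 as -0.87 under quantile normalization and normexp background correction. With one scaling factor per array, over the alternatives run, the difference of medians was at least as far from 0 as -1.19. The 10 brightest photosynthesis genes had a median of -0.45 in Sasanishiki. This argues against a large share of green leaf tissue in the Sasanishiki sample under elevated ozone. A small share stays open, because such bright genes could hide it. The size of the fall also depended on the scaling. The median of all 63 photosynthesis genes in Sasanishiki was -0.43 in the main setting, -0.12 without scaling and -0.02 with the spike-in scaling. In Habataki, the 10 brightest genes had a median of -0.13. This leaves a small share of leaf tissue in the Habataki sample under ambient air open, for the same reason. A difference in the stage of the meristems at sampling may also play a part, and it cannot be told apart from the air condition: genes described as MADS had a median of -0.30 in Habataki, and there was 1 sample per condition. A response to ozone that differs between the cultivars stays open, as an untested hypothesis.

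The 47 genes described as jasmonate related had a median log2 fold change of 0.23 in Sasanishiki, at percentile 99.98 of random lists. In Habataki it was -0.40, at percentile 0, a difference of -0.63. Among the genes well above background on all 4 arrays, the difference was -0.87, and relative to all genes it was at least as far from 0 as -0.59 under quantile normalization and normexp background correction. With one scaling factor per array, the difference of medians was at least as far from 0 as -0.62. The list holds near-identical copies, and with 1 value per annotated locus the median of the remaining 41 loci lay at percentile 91.0 in Sasanishiki and at percentile 0 in Habataki. The rise of the whole list in Sasanishiki may therefore come in part from copies, most of them of lipoxygenase, that were counted separately. Copies do not account for the rise of the other genes, since without lipoxygenase the median of 27 loci lay at percentile 99.5 in Sasanishiki. The fall in Habataki does not depend on copies. The paper reports the contents of jasmonic acid and its isoleucine conjugate to be lower in Sasanishiki and higher in Habataki (Fig 7B and 7C). A response to ozone that differs between the cultivars stays open, as an untested hypothesis.

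The 505 genes described as cell division related had a median log2 fold change of 0.17 in Habataki, at percentile 100, and -0.07 in Sasanishiki, at percentile 0.22, a difference of 0.25. Of these genes, 304 were listed by the word cyclin alone, which does not establish a role in cell division. Without that word, 201 genes had medians of 0.17 in Habataki, at percentile 100, and -0.14 in Sasanishiki, at percentile 0. The difference of the whole list changed sign with the scaling factor of the arrays. Without scaling, the medians were 0.23 in Sasanishiki and 0.03 in Habataki, and with the spike-in scaling the difference was -0.33. Among genes well above background on all 4 arrays, the difference was 0.30, and relative to all genes it was at least 0.13 under quantile normalization and normexp background correction. The 311 genes described as ribosomal proteins had medians of 0.25 in Habataki, at percentile 100, and -0.02 in Sasanishiki, at percentile 0.48, a difference of 0.27. Without scaling, their medians were 0.28 in Sasanishiki and 0.11 in Habataki, and with the spike-in scaling the difference was -0.30. For genes well above background on all 4 arrays, the difference was 0.28. Relative to all genes, it fell to 0.0796 under normexp background correction. The medians of the ribosomal protein genes themselves were then 0.25 in Habataki and -0.0009 in Sasanishiki, near those of the main setting. The medians of all genes moved to 0.07 and -0.10. The difference relative to all genes thus depends on the background correction, mainly through the other genes. For both lists, the higher values in Habataki may thus come from the choice of scaling factor, and only their place relative to other genes on the same arrays does not depend on it. A response that differs between the cultivars stays open, as an untested hypothesis.

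A wrong array label would change the direction of these differences. An exchange of an array of one cultivar with an array of the other is argued against, since the Spearman correlation between arrays of the same cultivar was 0.979 and 0.983, while the highest between cultivars was 0.916. An exchange of both arrays of each cultivar is argued against by the probes that gave no signal well above background on either array of one cultivar while another probe of the same gene did on all 4 arrays. Of such probes, 207 failed in Habataki and 53 in Sasanishiki, so that 79.6% failed in Habataki, the *indica* cultivar, as mismatches with a *japonica* genome would give. An exchange of the arrays under ambient air and elevated ozone within 1 cultivar could also give opposite changes of whole lists. It would turn the Spearman correlation of the fold changes, -0.219 across all genes, into a positive one, and it cannot be told apart from opposite responses here, since nothing in these data says which sign is right.

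The paper does not report on the miRNA probes of the array. Of 510 such probes, 153 were well above background on all 4 arrays and 286 on none. Of the 153 negative control spots, 0% were well above background on all 4 arrays, although these spots hold 1 control sequence only. Whether a spot is well above background is itself judged against the background, so that a low share was likely in advance. These spots therefore decide little about background signal of the slide as a cause. The probes well above background on all 4 arrays had a median GC content of 55.0% against 48.3% for the probes well above background on no array, and in 0.774 of pairs the former had the higher content. Probes well above background on some arrays only were not compared. Cross-hybridization that depends on sequence composition may therefore contribute to these signals. No biological explanation was tested for them.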

How the results depend on the processing

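The scalings, filters, thresholds and gene rules were chosen before the data were examined, apart from the spike-in scaling, the restriction to RAP-DB descriptions and the phytohormone list without its auxin genes, which were chosen after seeing the data. No paired analysis was possible because the groups share only the replicate number 1, with 1 array each. Over 880 combinations of a result and an alternative, 593 gave the same result by the limits used here, 272 moved, 11 became weaker, 2 became stronger and 2 were reversed. Some of the 593 were the same by construction. A scaling by a single factor per array cannot change the correlation of the fold changes or the percentile of a list's median. Of the values that moved, 228 were log2 fold changes of single named genes, which moved by more than 0.11, the standard deviation of a fold change between single spots. Some of them moved much further. The Sasanishiki value of Os01g0824900 in subset 1 ranged from 0.90 to 2.26. The Habataki value of Os03g0434800 in subset 2 ranged from -2.13 to -0.80, and that of Os04g0382900 from -4.57 to -2.26.

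Subsets 1, 2, 3 and 4 held 29, 543, 430 and 253 genes. Counts that moved by more than 1.5 times were 97 genes in subset 1 under quantile normalization, 756 in subset 3 and 148 in subset 4 without scaling, and 47, 867 and 130 in subsets 1, 3 and 4 with the spike-in scaling. Without scaling, subset 4 shared 148 genes with the deposited table, against 251. Normexp background correction gave 3, 172, 200 and 75 genes in subsets 1 to 4. Filters on dim probes left 7 genes in subset 1 when 1 array of each cultivar had to be well above background. With all 4 arrays required, 6, 209 and 138 genes were left in subsets 1, 2 and 4. A floor at the lowest signal well above background gave 6, 331 and 160 genes in subsets 1, 2 and 4. With a threshold of 1.5, there were 136, 1108, 1188 and 916 genes in subsets 1 to 4, and with a threshold of 4 there were 0, 142, 20 and 18. These filters and thresholds change the counts by their construction. For the scalings and the background correction, the cause was not tested.

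Past a fold change of 2 or 0.5, there were 3785 genes in Sasanishiki and 3204 in Habataki. These became 1633 and 1220 with normexp, 1891 and 1705 with probes well above background on all 4 arrays, 7728 and 6365 with a threshold of 1.5, and 953 and 818 with a threshold of 4. The filter on 1 array of each cultivar left 2377 in Sasanishiki, and the floor left 2116 in Habataki. Of the genes past a threshold, 30.9% were higher in Sasanishiki and 22.6% in Habataki. In Sasanishiki this share was 49.8% with quantile normalization, 56.5% without scaling and 65.4% with the spike-in scaling. In Habataki it was 38.9% with quantile normalization, 14.3% without scaling and 13.6% with the spike-in scaling. The median log2 fold change of all genes was -0.05 in Sasanishiki and -0.01 in Habataki. The medians were 0.07 and 0.04 with median scaling, 0.05 and 0.09 with quantile normalization, and -0.05 and 0.003 with the 75th percentile of probes well above background. They were 0.26 and -0.15 without scaling, 0.37 and -0.17 with the spike-in scaling, and -0.10 and 0.07 with normexp. The filter on 1 array of each cultivar gave -0.03 and 0.05, the filter on all 4 arrays -0.02 and 0.06, and the floor -0.07 and -0.06. The sign thus depended on the processing in both cultivars.

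The Pearson correlation of the fold changes, -0.0247 across all genes, stayed negative under each alternative that could change it, which leaves out the scalings by a single factor per array. It was -0.0396 with quantile normalization, -0.181 with normexp, -0.0368 with the filter on 1 array of each cultivar, -0.212 with the filter on all 4 arrays and -0.0807 with the floor.

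The share of phytohormone genes in subset 4, 4.35%, moved to 9.33% with normexp, by 7 of 75 genes. It was 2.77% without the word auxin, and 0.79% with the auxin genes left out together, an alternative chosen after seeing the data. The share of oxidative stress genes in subset 2, 3.50%, moved to 0.92% without peroxidase, its most frequent word. The medians of the abscisic acid and jasmonate lists lay beyond the middle of the random lists in both cultivars under each of these alternatives, but not the jasmonate list in Sasanishiki once copies were averaged by locus, at percentile 91.0. Scalings by a single factor per array could not have moved these percentiles. The oxidative stress list in Sasanishiki lay at percentile 0.95 and moved to 13.7 with the filter on 1 array of each cultivar, 13.5 with the filter on all 4 arrays and 42.6 with the floor. Without peroxidase it lay at percentile 67.1, on the other side of the middle. In Habataki it moved from percentile 0 to 5.16 with the floor. The phytohormone list in Sasanishiki moved from percentile 0 to 3.33 and 26.4 with these filters, 7.42 with the floor and 17.0 without its most frequent word. Without its auxin genes it lay at percentile 92.1, on the other side of the middle. The cell division list in Sasanishiki moved from percentile 0.22 to 5.20 with quantile normalization and 28.9 with the floor. The heat shock list in Habataki moved from percentile 0 to 4.74 without its most frequent word. The photosynthesis list in Habataki moved from percentile 2.96 to 2.34 with quantile normalization, 2.39 with normexp, 4.06 and 3.89 with the filters, 6.18 with the floor and 16.9 without its most frequent word. For these percentiles, the cause was not tested. Signal over background limits what the dim genes can show. Every probe was well above background on all 4 arrays for 20.7% of subset 1, 34.4% of subset 2, 70.0% of subset 3 and 51.4% of subset 4.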

Differences from the paper's values

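The paper states 650, 480 and 275 genes in subsets 2, 3 and 4, and 543, 430 and 253 were found here. None of these pairs differs by more than 1.5 times. With a gene counted when any of its probes met the criteria, there were 615, 493 and 294 genes. Median scaling gave 497 genes in subset 3 and quantile normalization gave 495. In subset 2, these scalings gave 483 and 366 genes, further from the paper's number, and in subset 4 they gave 257 and 261. Subset 2 passed the paper's number when each probe was counted on its own, with 803, and with a threshold of 1.5. The deposited table of the authors holds 604, 505 and 300 gene identifiers in these subsets.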

Other observations

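The tests in this part were chosen only after the counts of the subsets had been seen, while the lists were chosen before.

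More genes fell in both cultivars than unrelated changes would give, 2.48 times as many. Among the genes well above background on all 4 arrays the ratio was 2.82, which argues against dim signals as the whole cause. Over the scalings, the lowest ratio was 2.48, which argues against the scaling. Genes that vary more between any samples stay open as a cause. Subset 1, with 29 genes, had a ratio of 1.02, but the negative correlation of the fold changes would lower it as well, so that this ratio decides nothing. A shared fall under ozone stays open too, untested. Subsets 3 and 4 held 4.40 and 3.97 times their chance levels.

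Other lists moved as follows. The 63 photosynthesis genes had a median log2 fold change of -0.43 in Sasanishiki (percentile 0 of random lists) and -0.06 in Habataki (percentile 2.96), where the sign was positive with quantile normalization. The 36 genes described as MADS had medians of -0.03 (percentile 48.8) and -0.30 (percentile 0.050), and 6 of them were in subset 2. The 151 heat shock genes had medians of -0.06 (percentile 6.30) and -0.10 (percentile 0). The 316 phytohormone genes had medians of -0.10 and -0.12, both at percentile 0. The 324 oxidative stress genes had medians of -0.08 (percentile 0.95) and -0.12 (percentile 0). In Sasanishiki, the medians of the MADS, heat shock, phytohormone and oxidative stress lists were positive under some scalings, and in Habataki that of the oxidative stress list was positive with quantile normalization and normexp.

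Genes that the paper names or uses were identified by their descriptions. Of the alpha-tubulin genes, Os03g0726100 had log2 fold changes of -0.32 in Sasanishiki and 0.15 in Habataki, and Os07g0574800 had -0.35 and 0.40. Both values of Os03g0726100, and the Sasanishiki value of Os07g0574800, changed sign with the spike-in scaling. Os11g0247300 had -0.01 and 0.25, and its Sasanishiki value was positive under some scalings. Os03g0219300 had 0.15 and -0.04, each with the other sign under some alternatives, and its probes disagreed by 1.26 in Sasanishiki. The gene of transcription factor LAX PANICLE, Os01g0831000, had log2 fold changes of 0.15 and -0.67. Of the genes described as similar to it, Os01g0707500 had probes well above background on all 4 arrays with 0.10 and 0.35 in Sasanishiki and 0.50 and 0.39 in Habataki, while another of its probes was well above background on 1 array only. No fold change is given for Os08g0108500, whose probes were not well above background on both arrays of either cultivar. The gene described as rice teosinte branched 1, Os03g0706500, had 0.55 and -0.03, and the latter was positive under some scalings. The gene described as similar to DWARF3, Os06g0110000, had 0.80 and -0.78. A shared name in this description does not establish that it is the D3 gene drawn in Fig 3, so these values are not taken as those of D3. Os01g0853400, described as coronatine-insensitive 1, had -0.36 and 0.05, and both changed sign with the spike-in scaling. Its similar genes Os03g0265500 and Os05g0449500 had 0.25 and -0.03, and -0.15 and 0.35. Os04g0395600 and Os11g0515500, described as similar to transport inhibitor response 1, had 0.35 and 0.08, and 0.03 and -0.17. Of these 4 genes, the Habataki values of Os03g0265500 and Os04g0395600 and the Sasanishiki values of Os05g0449500 and Os11g0515500 changed sign under some scalings or normexp. These are single comparisons of 1 array with 1 array.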
